A study of Mus musculus with 12 samples.

How the data were processed

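RNA was measured in myocardium, the muscle of the heart, from 12 male C57BL/6 wild-type mice in 4 groups of 3. The mice had undergone either a sham operation or surgery producing a myocardial infarction (MI), and then received either vehicle or prednisone, a synthetic glucocorticoid. Per the labels' protocols, prednisone was given at 1 mg/kg by intraperitoneal injection at lights-on, once a week for 6 weeks, starting 2 weeks after surgery, and tissue was taken 24 hours after the last injection. Stranded mRNA libraries were prepared from column-purified total RNA, per the labels' protocols. Samples were assigned to groups from their titles. The titles also number the mice 1 to 3 within each group, and those numbers, which belong to different animals in each group, are the source of the replicate block described below.

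The values deposited by the authors are TPM (transcript abundance scaled to a fixed total per library), in a single table of 105129 transcript rows with a versioned Ensembl transcript identifier and a gene symbol each, covering 33641 symbols. Every sample column sums to 1000000 TPM, so that TPM values are shares of a library. The quantification program, its version, the genome build and the annotation release are not stated in the labels or the file header. TPM carries no depth: the number of reads behind each library is unknown, no counting error or detection floor could be attached to a value, and the precision of every statement rests on the spread between 3 mice per group. A rise in the share of a few abundant RNAs lowers the TPM of all others, and uneven read coverage along transcripts can move TPM between the transcripts of a gene and between genes of different length. Pseudogenes and other near-identical copies share reads with their parent genes, so their values are uncertain.

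Transcript rows were summed to genes by symbol. Genes with at least 1 TPM in at least 3 of the 12 samples were kept, which left 13158 genes, and values were transformed to log2(TPM + 1). Fold changes are on this scale, which understates the change of genes with low values. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), with a mean for each of the 4 groups and a shared estimate of the spread over all 12 samples. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. The comparisons were MI against sham within each treatment, prednisone against vehicle within each surgery, the difference between those prednisone effects (the interaction), and the prednisone effect averaged over surgery. The design, set before the unit was known, gave a test for counts and a test for normalized values, and the latter applied because the values are TPM. Exact permutation tests of 3 against 3 mice cannot give a two-sided p below 0.1, so single genes were tested with limma only.

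The 11 gene sets were written by hand before the data were examined and were tested with camera (limma), a competitive test that ranks a set against all other genes, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the sets. The similarity of the prednisone effect in MI to the MI effect was described as a Pearson correlation across genes. It was computed so that no MI vehicle sample entered both effects, and averaged over the 6 ways of dividing those 3 samples. Genes named in the text were chosen by a rule set before the data were examined: for each comparison, the 3 largest rises and 3 largest falls among called genes with a mean of at least 5 TPM over all samples whose replicates in the compared groups did not overlap (for the interaction, only the call and the mean applied), and 20 fixed genes comprising 8 MI markers, 8 glucocorticoid receptor targets and 4 metabolic genes. Other genes are named as chosen after their values were seen. Gene coordinates are from GENCODE M21 (GRCm38), matched by versioned transcript identifier. Of the table's rows, 94.7% had their identifier in that release, and of these 97.8% carried the same symbol. Transcript lengths came from the same source and were available for 11894 of the tested genes (90.4%). A gene's length was the TPM-weighted mean over its transcripts.

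The alternatives set before the data were examined were median-ratio rescaling of the TPM values, no filter on low genes, limma without the trend, a pseudocount of 0.1, testing each transcript (a named gene then being represented by its most abundant transcript), the replicate number as a block, fitting only the 2 groups of a comparison, leaving out each mouse in turn and, for gene sets, the rotation test fry. Those added after the data were seen were removal of mitochondrial, nuclear-copy and globin rows, a transcript-length correction that subtracts from each sample a loess curve (span 0.5) of its deviation from the gene means against log10 length, that correction together with the replicate block, and centring alone, which subtracts each sample's median deviation on the same genes and so separates scaling from length. The fitting procedure was tested on simulated data made from the spread of the 13158 genes, with 200 genes changed: 141 were recovered (70.5%) at a log2 change of 1, with 5 false calls, and 195 (97.5%) at a log2 change of 2, with 8 false calls. In simulated values, a set of 40 genes changed by 0.5 was recovered by camera, and 0 of 20 random sets were called. The simulated noise was independent between genes and equal in all groups, without outlying libraries or a dependence on length. Both simulations therefore test the procedure only, and do not give the rate of false calls in these data. Tables were handled with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.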

Results

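The transcriptome of mouse myocardium was compared between sham-operated and infarcted hearts, each from mice that received vehicle or weekly prednisone for 6 weeks. Of the 12 libraries, 3 belonged to each of the 4 groups. Between 11690 and 14307 genes reached 1 TPM per library, the highest number being in MI vehicle replicate 3 and the next highest being 12772. Mitochondrially encoded transcripts took from 21.6% to 42.0% of all TPM. A cluster of 6 pseudogenes on chromosome 1 (24611535 to 24616197, GRCm38), which are nuclear copies of mitochondrial DNA, took between 9.32% and 20.3%. Since TPM values are shares of a library, these differences move the values of all other genes. The number of reads per library is unknown.

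Replicates correlated across genes on the log2 scale with r between 0.969 and 0.984 in sham vehicle, 0.986 and 0.987 in sham prednisone, 0.963 and 0.971 in MI prednisone, and 0.891 and 0.957 in MI vehicle, where genes are not independent observations. The first principal component (48.5% of the variance) set MI vehicle replicate 3 apart from the other libraries, and the second (20.9%) set the 3 MI prednisone libraries apart from the other 9. Relative to the sham vehicle mean, the median gene stood 0.74 higher on the log2 scale in MI vehicle replicate 3, against 0.14 and 0.25 in replicates 1 and 2 of that group. The labels give no sequencing or library batch, so a batch that coincides with a group could not be told apart from it.

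**Figure D1:**
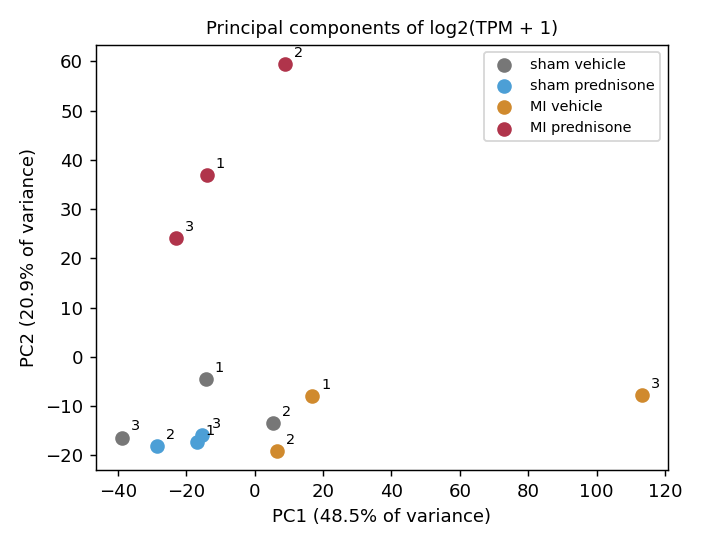
Each point is a library, placed by its first principal component (x axis, 48.5% of the variance) and second principal component (y axis, 20.9%) of log2(TPM + 1) over 13158 genes, coloured by group and numbered by replicate. MI vehicle replicate 3 lies at 113.1 on the first component, and the 3 MI prednisone libraries lie between 24.2 and 59.5 on the second, above all others.

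The first comparison, MI against sham in vehicle-treated mice, asked what infarction alone changed. Of 13158 genes, 2100 were called by limma at an adjusted p under 0.05, 1981 higher and 119 lower in MI. The median of all genes was itself 0.39 higher in MI on the log2 scale, and after median-ratio rescaling 979 genes were called, 490 higher and 489 lower, 608 of them shared with the 2100. Rescaling centres the median change, so a near-even split follows from it. The alternative that moved this count by the largest ratio was fitting only these 6 libraries, which called 2 genes. With the replicate number as a block the count was 1056, of which 1044 were shared. Same-numbered libraries of these groups did not deviate together (mean correlation of their deviations from the group means, r = -0.37). In 45.0% of genes the values of the 3 MI mice did not overlap those of the 3 sham mice, and in 33.6% after median-ratio rescaling, since a shift of all genes alike also parts the groups.

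All 8 MI markers fixed beforehand were called higher in MI, by more than the median shift of 0.39, although none passed when only these 6 libraries were fitted. *Nppa* also lost the call with the replicate block and the length correction together (limma adjusted p = 0.0589). Of the 20 fixed genes, 9 passed with adjustment over all genes and 12 with adjustment over the list alone. *Nppa* (atrial natriuretic peptide, chromosome 4, 148000722 to 148002079) rose from 904.1 ± 428 TPM in sham to 2706 ± 600 TPM in MI (SD, n = 3 each), a log2 change of 1.68 (SE 0.33, limma adjusted p = 0.0136). *Myh7* (beta myosin heavy chain, chromosome 14, 54970767 to 54994626) rose from 36.4 ± 3.34 to 226.5 ± 106 TPM, a log2 change of 2.52 (SE 0.27, limma adjusted p = 0.00407). *Postn* (periostin, chromosome 3, 54361109 to 54391037) rose from 14.4 ± 2.58 to 79.8 ± 37.5 TPM, with a log2 change of 2.30 (SE 0.33, limma adjusted p = 0.00532). *Col1a1* (chromosome 11, 94936224 to 94953042) rose from 14.2 ± 2.57 to 57.9 ± 27.4 TPM, a log2 change of 1.87. *Col3a1* (chromosome 1, 45311538 to 45349706) rose from 71.0 ± 16.9 to 230.5 ± 47.3 TPM, a log2 change of 1.69. The log2 changes of *Nppb*, *Acta1* and *Timp1* were 2.32, 2.02 and 2.80. The largest rises among called genes without overlap belonged to genes of the extracellular space, *Comp* (log2 change 3.72, SE 0.49, chromosome 8, 70373558 to 70382066), *Sfrp2* (3.59, SE 0.47) and *Cilp* (3.27, SE 0.32). The largest falls were in *Ano10* (chromosome 9, 122175874 to 122294423), from 69.3 ± 3.84 to 23.5 ± 5.38 TPM (log2 change -1.54), *Lgals4* (-1.39) and *Gm34302* (-1.14). *Comp*, *Sfrp2*, *Ano10*, *Lgals4* and *Gm34302* lost the call when only these 6 libraries were fitted. *Lgals4* also lost it for its most abundant transcript (limma adjusted p = 0.0504), and *Gm34302* with the block and the length correction together (0.077).

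Of the 11 gene sets, 8 passed an adjusted p of 0.05 in camera. Relative to the median of all genes, the extracellular matrix set (41 genes, all 41 higher) stood 1.27 higher on the log2 scale, the fetal and stress cardiac set 0.82 higher and the macrophage and inflammation set 0.76 higher. The other 5 sets stood lower relative to the median gene: fatty acid oxidation (-0.71), sarcomere and calcium handling (-0.65), nuclear-encoded oxidative phosphorylation (-0.59, with 1 of 76 genes higher), pyruvate and citrate cycle (-0.52) and NAD metabolism (-0.40). The same 8 sets passed with the replicate block (r = -0.37 for the pairing check, as above). In fry the NAD metabolism, pyruvate and citrate cycle, and sarcomere sets did not pass, and the NAD metabolism set also failed without the filter, with centring alone of the genes with a length and after the length correction.

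**Figure D2:**
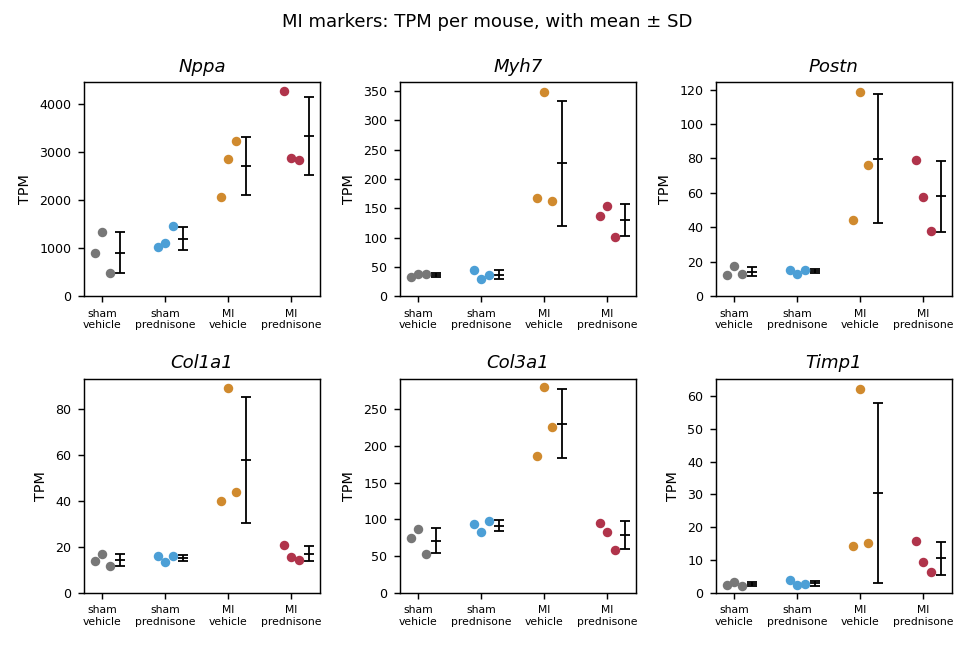
TPM (y axes, linear, from 0) of 6 MI markers in each group (x axes); each point is a mouse, and the black bar is the mean ± SD of 3 mice. *Col1a1* and *Col3a1* averaged 57.9 and 230.5 TPM in MI vehicle against 16.9 and 78.1 TPM in MI prednisone, whereas *Nppa* averaged 2706 and 3319 TPM.

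The same comparison in prednisone-treated mice called 2213 genes, 359 higher and 1854 lower in MI. With median-ratio rescaling the count was 3417, 1536 higher and 1881 lower, with 1795 genes shared, and the median of all genes shifted little (-0.06). Of the 2100 and 2213 genes called under vehicle and under prednisone, 320 were called in both, 161 in the same direction and 159 in opposite directions. *Nppb* (chromosome 4, 147985788 to 147987205) rose from 208.7 ± 72.5 to 752.8 ± 74.7 TPM (log2 change 1.90, SE 0.30, limma adjusted p = 0.00245), *Adamtsl2* by 2.19 and *Gdf15* by 1.97, although the most abundant *Adamtsl2* transcript alone rose by 0.64 and was not called. The largest falls, in *Gm5537* (-5.39), *Gm10698* (-4.36) and *Gm15899* (-3.83), are uncertain, because these are predicted genes and reads shared with near-identical copies could not be separated. *Gm5537* and *Gm15899* were listed at 0 in all 3 MI prednisone libraries. Of the 8 MI markers, 5 were called higher in MI under prednisone. *Col1a1* and *Col3a1* were not among them, with log2 changes of 0.14 (SE 0.26, limma adjusted p = 0.771) and -0.25 (SE 0.22, limma adjusted p = 0.487). The difference between their MI effects under prednisone and under vehicle, which is the interaction, was -1.73 and -1.94 (limma adjusted p = 0.013 and 0.0063).

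Prednisone was next compared with vehicle in infarcted hearts, to ask what the weekly drug changed after MI. Limma called 4917 genes, 329 higher and 4588 lower with prednisone. The median of all genes fell by 0.41 on the log2 scale, and after median-ratio rescaling 3787 genes were called, 1917 higher and 1870 lower, of which 2199 were shared with the first list. The alternative that moved this count most was the fit of only these 6 libraries, with 808 genes. Correction for transcript length gave 2131 (1029 higher and 1102 lower). With the replicate number as a block 4434 genes were called (4360 shared), and with the block and the length correction together 1524. The pairing check for these groups gave r = -0.25. Groups did not overlap in 46.2% of genes, and in 37.7% after median-ratio rescaling.

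The change with prednisone in MI depended on transcript length. The median log2 change fell from -0.05 in genes with transcripts shorter than 1000 bases (1752 genes) to -0.26 between 1000 and 2000, -0.47 between 2000 and 4000, -0.67 between 4000 and 8000 and -0.69 at 8000 bases or longer (175 genes). Across genes, which are not independent observations, the Spearman correlation of the change with length was -0.38, against 0.20 for prednisone in sham hearts. With GC content (the share of guanine and cytosine bases) it was 0.24 in MI and -0.06 in sham hearts. No correction for GC content was made, so its part was not separated from that of length. Measured per library against the sham vehicle mean, the correlation was -0.38, -0.40 and -0.25 in the 3 MI prednisone libraries and between -0.12 and 0.24 in the other 9. Changes below are therefore given with their length-corrected values where these alter the call.

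**Figure D3:**
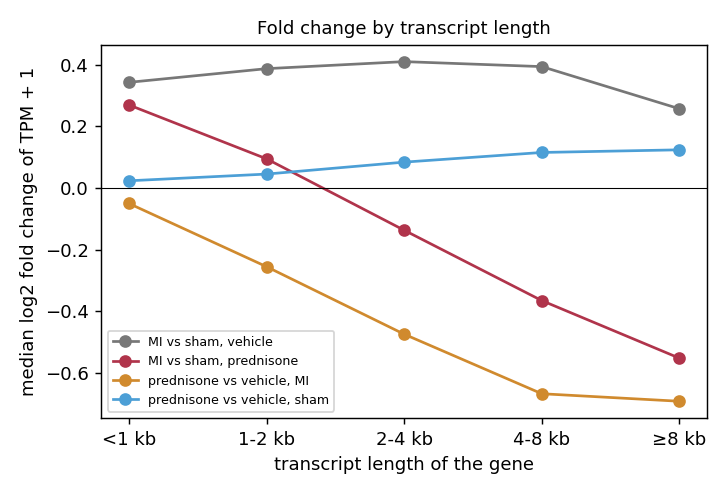
Median log2 fold change of TPM + 1 (y axis) over genes binned by transcript length (x axis, from under 1 kb to 8 kb and longer), with a line for each of the 4 comparisons between groups. Both comparisons that contain the MI prednisone libraries decline with length, from 0.27 to -0.55 for MI against sham under prednisone and from -0.05 to -0.69 for prednisone against vehicle in MI; the other comparisons stay between 0.26 and 0.41 and between 0.02 and 0.12.

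Among the MI markers, *Col1a1* was lower with prednisone in MI, at 16.9 ± 3.33 against 57.9 ± 27.4 TPM (log2 change -1.64, SE 0.26, limma adjusted p = 0.0017), and so was *Col3a1*, at 78.1 ± 18.9 against 230.5 ± 47.3 TPM (log2 change -1.56, SE 0.22, limma adjusted p = 0.00108). Both also passed after median-ratio rescaling (-1.19 and -1.10) and after the length correction (-0.97 and -1.02), although *Col1a1* did not pass with the correction and the block together. The other 6 markers were not called. Of these, *Timp1* (-1.21, limma adjusted p = 0.0674) and *Myh7* (-0.72, 0.0589) passed with adjustment over the fixed genes alone (limma adjusted p = 0.0391 each). Both leaned on MI vehicle replicate 2, with 62.3 TPM of *Timp1* against 14.2 and 15.2 in replicates 1 and 3. For *Myh7* these values were 349.0 against 168.1 and 162.5 TPM. *Nppa* and *Nppb* changed the other way, by 0.29 and 0.50. *Acta1* and *Postn*, at -0.22 and -0.40, changed sign after median-ratio rescaling (0.24 and 0.05) and after the length correction (0.01 and 0.02), whereas the most abundant *Postn* transcript alone was called lower (-1.38).

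None of the 8 glucocorticoid receptor targets was higher with prednisone in MI, and 5 were called lower: *Klf9* (log2 change -1.82, SE 0.24), *Per1* (-1.65, SE 0.34), *Fkbp5* (-1.49, SE 0.43), *Pdk4* (-1.11, SE 0.39) and *Zbtb16* (-0.83, SE 0.29). *Pdk4* and *Zbtb16* lost the call after median-ratio rescaling (limma adjusted p = 0.266 and 0.275) and with centring alone (0.219 and 0.319), as well as after the length correction (-0.58 and -0.22), so their loss was not specific to length. Both also lost it without the filter on low genes and when only these 6 libraries were fitted, and *Pdk4* lost it with the replicate block (0.0653). *Fkbp5* no longer passed after the length correction (-0.99) or in the fit of only these 6 libraries, and *Klf9* had no length. *Fkbp5* stood at 7.40, 7.82 and 32.7 TPM in the MI vehicle libraries, so the high value in replicate 3 carried part of its fall. *Per1* passed after the correction at -1.05, but not when the block was added, nor for its most abundant transcript. The most abundant transcript of *Zbtb16* was not called either (limma adjusted p = 0.142), whereas those of *Tsc22d3* (-0.99, 0.0305) and *Klf15* (-1.27, 0.0132) were called lower. *Cdkn1a* was at -0.10 and rose to 0.34 after median-ratio rescaling. Of the 4 metabolic genes, *Mpc2* (a mitochondrial pyruvate carrier subunit, chromosome 1, 165460637 to 165481214) was called higher, at 390.8 ± 54.3 against 257.4 ± 4.91 TPM (log2 change 0.59, SE 0.11, limma adjusted p = 0.00303), and passed after median-ratio rescaling (1.05) and the length correction (0.69), whereas its most abundant transcript alone changed by 0.16 and was not called, and the gene was not called when only these 6 libraries were fitted. *Mpc1* changed by 0.25 (limma adjusted p = 0.0619). It passed after median-ratio rescaling (0.71) and with centring alone (0.64), but not after the length correction (0.32, limma adjusted p = 0.141). *Nampt* (-0.61) and *Ppargc1a* (-0.98) were called lower, but not after median-ratio rescaling (-0.17 and -0.57) or the length correction (-0.03 and -0.36). Adjusted over the 20 fixed genes alone, 15 passed, against 10 over all genes.

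By the largest-change rule, *Gm17428* (log2 change 2.37, SE 0.72), *Myl7* (2.04, SE 0.64) and *Sln* (2.03, SE 0.59) rose most with prednisone in MI. None of the 3 was called without the filter on low genes or when only these 6 libraries were fitted, and *Myl7* was not called with the block and the length correction together. *Myl7* (atrial myosin light chain, chromosome 11, 5896637 to 5898782) was at 948.4 ± 135 TPM with prednisone and 307.7 ± 212 TPM with vehicle, and *Sln* (sarcolipin, chromosome 9, 53850164 to 53854560) at 103.8 ± 15.5 and 31.9 ± 21.4 TPM. In MI vehicle replicate 2, *Myl7* was at 64.0 TPM and *Sln* at 7.14 TPM. Replicates 1 and 3 of that group had 408.7 and 450.4 TPM of *Myl7*, and 44.9 and 43.6 TPM of *Sln*. Both rises thus lean in part on the low values of replicate 2. *Gm17428* lies within the *Myh7* locus on the opposite strand (chromosome 14, 54976933 to 54977025). The largest falls were in *Gm5537* (-5.50), *Gm10698* (-4.29) and *Gm8325* (-4.22), which are uncertain for the reason given above.

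Of the 11 gene sets, 7 passed in camera for prednisone against vehicle in MI. Relative to the median gene, nuclear-encoded oxidative phosphorylation stood 0.86 higher (70 of 76 genes higher), sarcomere and calcium handling 0.42 higher, glycolysis 0.37 higher and the fetal and stress cardiac set 0.18 higher, although the last stood lower without the filter on low genes (-0.08) and did not pass after median-ratio rescaling or the length correction. The extracellular matrix set stood lower (-0.80, with 2 of 41 genes higher), as did the circadian clock (-0.47) and macrophage and inflammation (-0.45) sets. With the replicate block 6 of these 7 sets passed (pairing check r = -0.25), the exception being the macrophage and inflammation set. The length correction reduced the oxidative phosphorylation difference to 0.49, and the set, whose median transcript length was 678 bases against 2237 for all genes, still passed. In the rotation test fry, the sarcomere, glycolysis and fetal sets did not pass.

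In sham hearts, 15 genes were called with prednisone, 7 higher and 8 lower, and 469 genes had an unadjusted p under 0.05. The median of all genes shifted by 0.07, and median-ratio rescaling gave 16 calls, 7 higher and 9 lower, of which 12 were shared. The largest called changes belonged mostly to the circadian clock. *Dbp* (chromosome 7, 45705088 to 45710203) was at 6.60 ± 1.14 TPM with prednisone and 81.5 ± 5.72 TPM with vehicle (log2 change -3.45, SE 0.13, limma adjusted p = 3.16e-07), and *Nr1d1* (chromosome 11, 98767932 to 98775333) at 13.1 ± 1.11 and 41.3 ± 6.15 TPM (log2 change -1.58, SE 0.13, limma adjusted p = 0.00047). *Tcap* (titin cap, chromosome 11, 98383811 to 98384953) fell from 1829 ± 42.7 to 626.9 ± 43.6 TPM (log2 change -1.55). *Arntl* (chromosome 7, 113207465 to 113314126) rose from 1.91 ± 0.47 to 10.6 ± 1.74 TPM (log2 change 1.99, SE 0.27, limma adjusted p = 0.0208), *Nfil3* (chromosome 13, 52967209 to 52981073) from 2.52 ± 0.13 to 10.8 ± 1.29 TPM (log2 change 1.73), and *Spon2* from 2.00 ± 0.43 to 8.16 ± 1.16 TPM (log2 change 1.61). *Arntl* lost the call without the filter on low genes (limma adjusted p = 0.0648) and with the replicate block (0.0678). *Spon2* lost it in both, without the trend, with centring alone and for its most abundant transcript. Of the 15 genes, 12 were also called in MI, all in the same direction.

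**Figure D4:**
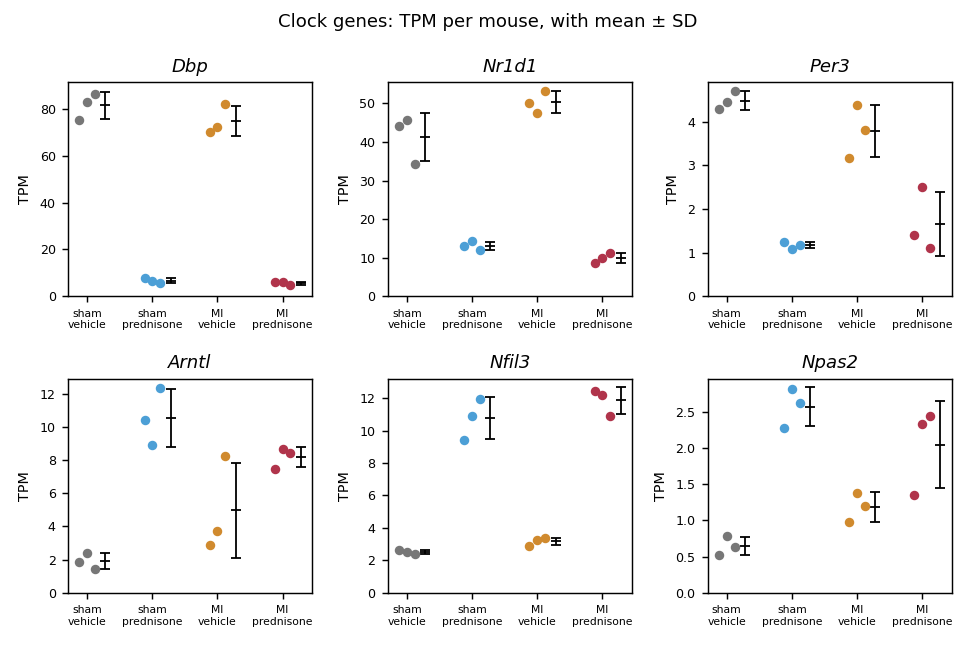
TPM (y axes, linear, from 0) of 6 clock genes in each group (x axes); each point is a mouse, and the black bar is the mean ± SD of 3 mice. *Dbp* averaged 81.5 and 74.7 TPM under vehicle in sham and MI hearts against 6.60 and 5.57 TPM under prednisone, and *Nfil3* 2.52 and 3.17 against 10.8 and 11.9 TPM.

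None of the 20 fixed genes passed in sham hearts when adjusted over all genes, 3 had an unadjusted p under 0.05, and 1 passed when adjusted over the list alone. That gene, *Cdkn1a*, rose from 8.38 ± 1.42 to 20.9 ± 4.23 TPM (log2 change 1.21, SE 0.24, limma adjusted p over all genes = 0.197). Of the 11 gene sets 3 passed. The circadian clock set stood 0.83 lower relative to the median gene, the fetal and stress cardiac set 0.13 higher and the glucocorticoid receptor targets 0.10 lower. In fry only 1 set, the clock, passed. The fetal and receptor target sets did not pass after median-ratio rescaling either (adjusted p = 0.0698 each), nor the receptor targets without the filter.

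Whether prednisone acted differently in MI and sham hearts was tested as an interaction. Limma called 2797 genes, 71 with a more positive effect in MI and 2726 with a more negative effect, while the median of all genes stood at -0.48. Median-ratio rescaling gave 1323 genes, 674 more positive and 649 more negative (718 shared). The alternative that moved this count most was the length correction, with or without the block: 316 genes without it and 161 with it. Among called genes with a mean of at least 5 TPM, the most positive interactions were those of *Lgals4* (1.97, SE 0.41), *Lama5* (1.85, SE 0.26) and *Myh7b* (1.30, SE 0.31), and the most negative those of *Gm5537* (-6.26), *Gm10052* (-5.03) and *Gm15899* (-4.94). *Lama5* (chromosome 2, 180176373 to 180225859) was at 34.8 ± 7.77 TPM in MI prednisone, 8.25 ± 0.99 in MI vehicle, 14.6 ± 0.66 in sham prednisone and 13.9 ± 3.46 in sham vehicle, but its most abundant transcript alone had an interaction of -0.16 and was not called. *Myh7b* was not called for its most abundant transcript or with the block and the length correction together. *Gm10052*, at 12.4, 4.13 and 49.5 TPM in the MI vehicle libraries, also lost the call with that block and correction (limma adjusted p = 0.0847). Averaged over surgery, limma called 825 genes for prednisone, 92 higher and 733 lower, with a median of all genes of -0.17. After median-ratio rescaling 1087 genes were called, 579 higher and 508 lower. The count fell to 290 with the replicate block, 302 without the filter, 508 after the length correction and 206 with block and correction together. It rose to 2153 without mitochondrial, nuclear-copy and globin transcripts and to 1982 with each transcript tested.

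Finally, the prednisone effect in MI was set against the MI effect across genes, to ask whether the drug moved expression back toward sham. With no MI vehicle sample in both effects the correlation was -0.08, with a range of -0.23 to 0.07 over the 6 ways of dividing the MI vehicle samples. The range includes 0, but the 6 divisions reuse the same 3 mice, so it is not a confidence interval and tests nothing. With all 3 MI vehicle samples in both effects, which makes the value negative by construction, the correlation was -0.48.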

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

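All length, centring and scaling tests in this part were chosen after the results were seen. The count over other splits of the samples was chosen before, but the grouping of those splits by MI pairs was chosen after.

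The effect of prednisone differed between MI and sham hearts for 2797 genes by the limma interaction test (Benjamini-Hochberg adjusted p under 0.05). The transcript-length correction also centres each library and leaves out genes without a length, so it was set against centring alone of the same genes. Centring alone gave 1044 genes (628 shared with the 2797), median-ratio rescaling 1323 and the length correction 316 (218 shared). Over all alternatives other than leaving out a mouse the count ran from 161 to 3816. Scaling and a dependence of TPM on transcript length in the MI prednisone libraries may therefore each account for part of the count. Of the 32 ways of exchanging the treatment labels within same-numbered pairs of each surgery, 2 gave at least 2797 genes, the real one and the one that exchanged only sham pair 2 (3087). The 24 exchanges that mixed the MI pairs gave 0 genes each, with 115 to 1281 genes at an unadjusted p under 0.05. The 4 that left the MI pairs whole gave from 959 to 3087 and the 4 that exchanged all of them 168 to 1535, so the count depended on the MI labels more than on the sham labels. Since another exchange exceeded the real count, this test did not set that count apart from exchanged labels. Exchanges that mix the MI pairs also put any real MI difference into the spread within groups, so their 0 counts are no clean null.

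The interaction itself passed for 7 of the 20 fixed genes, all of which are given here. *Klf9* had an interaction of -1.57 (limma adjusted p = 0.0125), and all 3 MI prednisone mice lay below the 3 MI vehicle mice. After median-ratio rescaling the interaction was -1.04 (adjusted p = 0.108), and with the replicate block 0.0205. *Cdkn1a* had an interaction of -1.32 (limma adjusted p = 0.0218), with all 3 sham prednisone mice above the 3 sham vehicle mice. Rescaling gave -0.80 (0.12) and the block an adjusted p of 0.023. A shift in library composition may thus account for a part of both, while most of each interaction remained after rescaling. Neither gene had a matched transcript length, so the length correction could not be applied to them.

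*Col1a1* (interaction -1.73, limma adjusted p = 0.013) and *Col3a1* (-1.94, 0.0063) lay lower in all 3 MI prednisone mice than in the 3 MI vehicle mice. For *Col1a1* the limma adjusted p was 0.0946 after rescaling, 0.0819 with centring alone, 0.243 after the length correction and 0.0204 with the block. The shift of all genes (-0.48) may account for a part of its interaction, which stood at -1.25 relative to the median gene with or without centring. The lost call therefore does not show scaling to be the cause. After the length correction it stood at -0.93, so length may account for a part of it as well. *Col3a1* passed after rescaling (0.0283), with centring alone (0.0252) and with the block (0.0123), but not after the length correction (0.0591). Relative to the median gene its interaction was -1.47 with centring alone and -1.30 after the correction, so length may account for a part of this interaction too.

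*Nampt* (interaction -0.76) and *Ppargc1a* (-1.30) lay lower in all 3 MI prednisone mice than in the 3 MI vehicle mice. Their limma adjusted p-values were 0.477 and 0.164 after median-ratio rescaling, 0.315 and 0.153 with centring alone, 0.836 and 0.345 after the length correction, and 0.0212 and 0.0182 with the replicate block. Rescaling left -0.23 of the *Nampt* interaction and -0.80 of that of *Ppargc1a*, so scaling may account for most of the former but only a part of the latter, where the lost call does not show the cause. Measured against the median gene, *Nampt* stood at -0.28 with centring alone and -0.06 after the length correction, and *Ppargc1a* at -0.82 and -0.57, so length may also account for a part of both. *Mpc2* had an interaction of 0.55 and lay higher in all 3 MI prednisone mice than in the 3 MI vehicle mice. It passed after rescaling (0.0217) and with centring alone (0.0224), but not after the length correction (0.0645) or with the block (0.0522). Its interaction relative to the median gene was 1.02 with centring alone and 0.68 after the correction, so length may account for part of it.

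The interaction also passed for 4 gene sets in camera, given relative to the median gene. Nuclear-encoded oxidative phosphorylation stood at 0.84 (69 of 76 genes positive) and after the length correction at 0.43 (adjusted p = 8.03e-14), sarcomere and calcium handling at 0.49 (14 of 27) and then 0.37 (0.0035), and glycolysis at 0.38 (7 of 19) and then 0.26 (0.0035). Over rescaling, centring, the length correction and the block the highest adjusted p-values of these sets were 8.03e-14, 0.0068 and 0.02, in the same order. Length bias thus did not fully account for these 3 sets in camera, the only test behind these p-values. In the rotation test fry, the sarcomere and glycolysis sets did not pass for prednisone against vehicle in MI (adjusted p = 0.96 and 0.84). The extracellular matrix set stood at -0.75 (1 of 41 genes positive), at -0.81 with centring alone and at -0.75 after the length correction (1.07e-05, with a highest value of 1.3e-05). The correction moved this set by under 10%, a tolerance that was set after this value was seen. The 39 genes of the set with a length had a median of 3420 bases, against 2237 for all genes. The correction could therefore act on them, and what remained argues against length as the main source of this set's interaction. A difference between libraries that coincides with the MI prednisone group was not excluded, so no set is called biological.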

How the results depend on the processing

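The transcript-length correction, alone or with the replicate block, centring alone of the genes with a length, and the removal of mitochondrial, nuclear-copy and globin transcripts were chosen after the data were seen. Counts of called genes are given in the order MI against sham under vehicle (2100), MI against sham under prednisone (2213), prednisone in MI (4917), prednisone in sham (15), interaction (2797) and average (825). With limma without the trend, or with a pseudocount of 0.1, all 6 counts stayed within 1.5 times these values.

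Median-ratio rescaling gave 979 genes for MI under vehicle, 3417 for MI under prednisone and 1323 for the interaction. For MI under vehicle the split changed from 1981 higher and 119 lower to 490 and 489, and for the interaction from 71 and 2726 to 674 and 649. Rescaling centres the median change, which fixes a near-even split in advance, so the split shows nothing about its cause. No filter gave 1068 for MI under vehicle and 302 for the average. The replicate block gave 1056 for MI under vehicle, 7 for prednisone in sham and 290 for the average. The length correction gave 941, 2131, 316 and 508 for MI under vehicle, prednisone in MI, the interaction and the average. Centring alone of the same genes gave 778 for MI under vehicle, 3246 for prednisone in MI and 1044 for the interaction. With the block added to the length correction, the counts were 259, 1096, 1524, 161 and 206 for MI under vehicle, MI under prednisone, prednisone in MI, the interaction and the average. Removal of mitochondrial, nuclear-copy and globin transcripts gave 3648 for MI under prednisone and 2153 for the average. Testing each transcript gave 724, 4143 and 1982 for MI under vehicle, MI under prednisone and the average. Fitting only the 2 groups compared gave 2 for MI under vehicle and 808 for prednisone in MI. Except where stated, the cause was not tested.

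Leaving out each mouse in turn gave from 120 to 5631 genes for MI under vehicle, 1027 to 2630 for MI under prednisone, 3245 to 6274 for prednisone in MI and 4 to 9 for prednisone in sham (6 fits each), and 1111 to 4520 for the interaction and 100 to 2118 for the average (12 fits each). Gene sets passing ran from 8 to 10 for MI under vehicle, 4 to 8 for prednisone in MI and 1 to 6 for prednisone in sham. For prednisone in sham 1 set passed in fry, 5 without the filter (2 shared) and 2 after rescaling (1 shared), against 3. The correlation of the prednisone effect with the MI effect ran from -0.13 to -0.011, and was -0.48 with shared MI vehicle samples.

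A large effect changed sign: the interaction of *Lama5* (1.85, limma adjusted p = 0.00526) became -0.16 for its most abundant transcript and was not called. The other changes of sign were in small effects. For prednisone in MI, *Acta1* (-0.22) became 0.24 after rescaling, 0.17 with centring alone and 0.0099 after the length correction, with or without the block. *Postn* (-0.40) became 0.054 after rescaling and 0.024 after the length correction, with or without the block. *Cdkn1a* (-0.10) became 0.34 after rescaling and 0.010 for its most abundant transcript, and ran from -0.37 to 0.053 when a mouse was left out. The fetal and stress cardiac set (0.18) became -0.081 without the filter. For prednisone in sham, *Pdk4* (0.0095) became -0.080 after rescaling, -0.063 with centring alone, -0.087 after the length correction with or without the block, -0.067 without mitochondrial, nuclear-copy and globin transcripts and -0.0019 for its most abundant transcript. *Mpc1* (0.07) became -0.022 after rescaling, -0.0037 with centring alone and -0.0082 after that removal, and *Mpc2* (0.04) became -0.048, -0.030 and -0.035. Leaving out a mouse gave ranges in sham of -0.15 to 0.14 for *Tsc22d3*, -0.37 to 0.27 for *Pdk4*, -0.014 to 0.11 for *Mpc2*, -0.014 to 0.23 for the fetal set and -0.16 to 0.00068 for the glucocorticoid receptor targets. The changes of sign under rescaling, centring and removal of abundant transcripts follow from the shift of all genes. Rescaling moved their median from -0.41 to -0.02 in MI and from 0.07 to -0.0034 in sham, and the removal moved it to 0.0041 in sham. Relative to the median gene, *Acta1*, *Postn* and *Cdkn1a* already stood at 0.18, 0.0084 and 0.31 in MI, and *Pdk4*, *Mpc1* and *Mpc2* at -0.062, -0.0032 and -0.030 in sham. The length correction centres the libraries too, which by itself gave *Acta1* and sham *Pdk4* their new sign and brought *Postn* to -0.01. The fetal set changed sign without the filter because the median of all genes moved from -0.41 to -0.14. The cause of the changes of sign for single transcripts and with a mouse left out was not tested.

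Among named genes and sets, rescaling weakened 7 of 88 below the threshold and strengthened 1, the absence of a filter weakened 9 of 88, the block 4 of 88, the length correction 7 of 84, and both together 14 of 84. Centring alone weakened 7 of 84 and strengthened 1. Testing each transcript weakened 8 of 70 and strengthened 3, and fitting only the 2 groups compared weakened 23 of 64. In fry 8 of 18 sets were weakened. When single mice were left out, 18 of 88 were weakened in at least 1 fit and 6 strengthened. The depth of the libraries is unknown, so its effect on low values could not be assessed.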

Other observations

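Of the tests in this part, those on prednisone or MI in matching comparisons, near-identical copies, length, scaling and the clock were chosen only after the result was seen. The position, immunoglobulin, abundant-gene and split tests were chosen before, the grouping of splits by MI pairs was chosen after, and the list of atrial genes was written after *Myl7* and *Sln* were seen but before its own values were.

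Transcripts within genes set the MI prednisone libraries apart. With all 3 libraries at least 4-fold above or below every one of the other 9, and a mean of at least 3 TPM, 108 transcripts were raised and 214 lowered, against 0 for sham prednisone, 1 for MI vehicle and 1 for sham vehicle. At 2-fold the totals were 824, 5, 20 and 2. In simulated values the procedure found 40 of 40 raised and 40 of 40 lowered transcripts with 0 false ones. The planted changes were far larger than the 4-fold cut, in abundant transcripts and with equal noise in every library. Recovery was thus nearly fixed in advance, and it says nothing about changes near the cut or about low transcripts. An example chosen after its values were seen is a *Cd36* transcript at 4.71, 2.38 and 22.4 TPM in these libraries and between 141 and 209 TPM in the other 9. The counts of 0 and 1 decide nothing about an effect of prednisone or of MI alone, because the other 9 libraries then include MI prednisone. Matching comparisons of 3 against 3 libraries were used instead. Of 681 transcripts that separated MI prednisone from MI vehicle at 4-fold, 4 (0.587%) also separated sham prednisone from sham vehicle at 2-fold in the same direction. Of 747 that separated MI prednisone from sham prednisone, 3 (0.402%) did so for MI vehicle and sham vehicle. An effect of prednisone that does not depend on MI, or of MI that does not depend on prednisone, thus did not account for most of these transcripts. Nuclear copies took an outlying share of mitochondrial plus nuclear-copy TPM in 2 of the 3 libraries (41.8% and 48.4%, against 22.5% to 31.1% in the other 9), but not in the third. In genes holding both a raised and a lowered transcript, the raised one lay nearer the 3′ end in 7 of 7 genes (100%, exact two-sided binomial p = 0.0156) at 4-fold and in 42 of 45 (93.3%, exact p = 8.65e-10) at 2-fold, where genes are not independent samples. By another measure at 2-fold, the 3′ end of the raised transcript lay closer to that of the gene in 28 genes and farther in 11. Uneven read coverage along transcripts in these libraries is a candidate explanation. An effect of prednisone specific to infarcted hearts cannot be told apart from it, since the labels give no batch and all 3 libraries belong to a single group.

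Lower calls outnumbered higher calls for prednisone in MI (4588 and 329). The change correlated with transcript length across genes (Spearman rho = -0.381, against 0.20 in sham), so length bias may contribute. After median-ratio rescaling 50.6% of calls were higher, but rescaling centres the median change (from -0.41 to -0.02), which makes an even split its own consequence. Whether a shift in composition accounts for the excess cannot be told from rescaling. Without mitochondrial, nuclear-copy and globin transcripts, 610 genes were called higher and 5062 lower, and the median change was -0.35. These values argue against the shares of those abundant transcripts as the main source of the excess.

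Clock genes changed with prednisone in both surgeries. The list of 13 was chosen after the result was seen. In sham, 13 of 13 moved as a difference in clock phase predicts, the 8 that peak with *Dbp* falling and the 5 that peak apart from it rising. In MI 12 of 13 did by sign, the exception being *Clock* (-0.81), which was itself called lower (limma adjusted p = 0.00214). All 8 that peak with *Dbp* were called lower in MI, whereas of the 5 that peak apart from *Dbp* only *Nfil3* was called higher. The 28 glucocorticoid receptor targets outside the clock were not raised as a set in sham, where 14 were higher. The camera test in limma gave an unadjusted p of 0.191 for them. In MI, where the median of all genes fell by 0.41, 1 of the 28 was higher and 13 were called lower. As a set they stood 0.19 lower than the median gene there, with an unadjusted p of 0.104. Among the fixed targets, *Cdkn1a* rose by 1.21 in sham and passed with adjustment over the list alone. A different clock phase at collection may explain the pattern, and the 28 targets as a set gave no sign of a continuing action at the receptor in sham, which does not exclude one at single genes such as *Cdkn1a*. Whether the phase differed through prednisone or through the time of collection cannot be told apart, because the labels give a common schedule, 24 hours after an injection at lights-on, and no time for each mouse.

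MI vehicle replicate 3 had a median-ratio scale factor of 1.65, against 0.871 to 1.14 in the other 11 libraries. Immunoglobulin transcripts took 1.32% of its TPM (at most 0.501% elsewhere), and without them the factor was 1.67. Removing so small a share could not have moved the factor far, so this test does not decide whether RNA from plasma cells was involved. Without mitochondrial, nuclear-copy and globin transcripts it was 1.29, still above the other 11 (0.858 to 1.10), so these abundant transcripts may account for part of the shift only.

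*Myl7* and *Sln*, both expressed in atria, rose with prednisone in MI, in part through low values in MI vehicle replicate 2. Of 8 other atrial genes, 7 rose relative to the median gene, with *Myl4* at 2.39 and *Stard10* at 1.74 relative to it, both called higher. *Nr2f2* stood at -0.10 relative to the median gene, and its log2 change of -0.51 was itself called lower (limma adjusted p = 0.0374). More atrial tissue in these samples than in the MI vehicle samples is a candidate explanation that remains.

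For each of the 4 comparisons of 3 against 3 mice, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many called genes, and 1 of all 10 splits. The most genes in any other split were 3, 1, 1 and 0 for MI under vehicle, MI under prednisone, prednisone in MI and prednisone in sham. With 4 or 10 splits the share cannot fall below 0.05. For prednisone averaged over surgery, 7 of the 32 exchanges within same-numbered pairs gave at least 825 genes, the real one included. Of these, 4 exchanged all 3 MI pairs, which turns the average into the interaction, and 3 left the MI pairs whole. The 24 that mixed the MI pairs gave 0 genes each, with 115 to 1281 at an unadjusted p under 0.05. Mixing puts any real MI difference into the spread within groups, so these 0 counts are no clean null.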
